A study of Caulobacter vibrioides with 12 samples. Its data were reported in "A bacterial CARD–NLR-like immune system controls the release of gene transfer agents" (2026).

How the data were processed

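RNA was sequenced from stationary-phase cultures of Caulobacter crescentus NA1000, a freshwater alphaproteobacterium with a dimorphic life cycle. The 12 libraries came from 4 strains with 3 biological replicates each: wild type (WT), a strain deleted for cdxB (ΔcdxB), a strain deleted for rogA and for the core gene cluster of its gene transfer agent (ΔrogAΔGTA), and a strain with all of these deletions (ΔcdxBΔrogAΔGTA). A gene transfer agent (GTA) is a phage-like particle, encoded by the host, that carries pieces of host DNA to other cells. Strains were assigned from the sample titles. The genotype labels of the 6 libraries deleted for cdxB read DrogB in its place, which was taken for the same deletion without a source that says so. Per the labels and the study's methods, cultures grew for 20 h at 30 °C, were diluted back to an optical density of 0.1 and grew for a further 20 h. RNA was extracted with a Direct-zol kit, 10 µg was treated with 20 units of Turbo DNase at 37 °C for 1 h, rRNA was depleted with NEBNext reagents, and libraries were sequenced as paired ends on a NovaSeq instrument.

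The authors checked reads with FastQC, aligned them with HISAT2, counted them per gene with HTSeq-count and deposited raw counts, 1 whole-number value per gene and library. The versions of these programs, the strand setting of the counting and the library kit's strand behaviour are not given in the sources used here. Where genes overlap, or face each other on opposite strands, reads of one can therefore not be told from reads of the other. The study tested pairs of strains with DESeq2 at its default settings. Each library listed 4097 genes, of which 211 carry a CCNA_R tag (rRNA, tRNA and other untranslated RNA). All 4097 tags matched a gene table of assembly ASM2200v1, which gave 671 of them a symbol other than the tag. The assembly used by the authors is not given in the sources used here, so the table served only for symbols, gene classes and which genes neighbour each other. It holds no product names, so genes without a symbol are given by tag, and near-identical copies could not be looked up. The symbols lypA, lypB and lypC follow the study. The tags taken for gafY (CCNA_01111) and gafZ (CCNA_01112) rest on general knowledge of the organism, and the gene table names CCNA_01111 hdaB. They were checked against fold changes that the study quotes, so for these 2 tags a match with the study is no independent evidence. rogA was tied to no tag in the sources used here and is not reported.

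From the counts, R 4.3.3 with edgeR 4.0.16 gave TMM-normalised counts scaled to a common library size (CPM), log2 fold changes with standard errors, and quasi-likelihood F tests (glmQLFit, glmQLFTest) with Benjamini-Hochberg (BH) adjustment. Genes entered a fit where filterByExpr kept them at its defaults, a minimum count of 10 in enough libraries and of 15 in total. Each pair of strains was fitted on its own 6 libraries, because the study does not say which libraries shared a fit and the strains differ in spread. The difference between the cdxB effects in the 2 backgrounds was tested as an interaction over all 12 libraries. A gene was called at an adjusted p below 0.05, and calls were counted a second time at a change of at least 2-fold. Standard errors were taken from the fold change and the F value. CPM values are means ± SD over 3 libraries, scaled over all 12. Where the libraries of a strain all held 0 counts of a gene, the fold was bounded with a floor of 3 counts over the group. Confidence intervals for a share are 95% Wilson intervals. They and the floor cover counting error only, since reads are not independent molecules.

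Gene groups were 24 lists written before the data were examined. Of these 19 had members in the gene table: lypABC, GTA activators (gafY, gafZ, ihfA, ihfB), the core GTA cluster, flagellum, chemotaxis, pili, holdfast, S-layer, ribosomal proteins, chaperones and proteases, SOS and DNA repair, toxin-antitoxin, oxidative stress, sigma factors, competence, terminal oxidases, phosphate uptake and starvation, cell cycle regulators, and untranslated RNA genes. The other 5 (TonB-dependent receptors, XRE-type regulators, secretion, mobile elements, efflux) needed product names and were not analysed here. Lists with at least 3 tested members were tested with camera (limma 3.58.1) at a preset correlation of 0.01 between genes, and again with an estimated correlation, with BH adjustment over the lists. The genes named were fixed by rule: cdxB, lypABC, gafYZ, ihfA and ihfB, in each comparison the 10 highest and 10 lowest fold changes among called genes whose libraries did not overlap and whose mean was at least 10 CPM in one strain, up to 4 members of each list with the smallest adjusted p, for the interaction the 5 smallest p values of each sign, and genes within 300 bp of a named gene. The gene table gives no strand, so that last part used distance alone. These choices, the tests and most alternatives were made before the data were examined, but after reading the study, which describes lypABC and gafYZ in these same libraries, with its shortened supplementary result tables and a heat map of these data. The call counts of the block, DESeq2 and 12-library fits were seen before the pairing of replicates was checked, which was then decided by a rule fixed beforehand.

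The tests were tried on simulated counts with the library sizes of each comparison and 200 changed genes among those tested. Before the change, each gene had 1 mean and 1 dispersion, taken over all strains of the comparison. The real strains differ in spread, with a common dispersion from 0.00899 in ΔcdxB to 0.209 in ΔcdxBΔrogAΔGTA. The rates below therefore hold for equal spread only. For ΔcdxB against WT (3817 genes), 89% of 2-fold and 99% of 4-fold changes were recovered with 15 false calls. For ΔcdxBΔrogAΔGTA against ΔrogAΔGTA (3683 genes), 22% of 2-fold and 74% of 4-fold changes were recovered with 3 false calls. For ΔrogAΔGTA against WT (3818 genes), the recovery was 61% and 95% with 8 false calls, and for the interaction (3854 genes) it was 16% and 73% with 5. Alternatives were RLE normalisation, library totals without TMM, DESeq2 1.42.0, no filter on low counts, a stricter filter, one fit of all 12 libraries, the replicate number as a block, leaving out CCNA_R genes, and leaving out each library in turn. The library totals include rRNA counts. Weighted libraries (voom with sample quality weights) and thinning to one depth were added after the data were seen. The libraries of one replicate number were checked for a shared deviation. No replicate pair of a strain agreed within sampling noise, so all 12 libraries were kept.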

Results

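The data were gene counts of 12 libraries from stationary-phase C. crescentus, 3 from each of 4 strains. Total counts ran from 2395285 to 4420693 per library. The share on rRNA genes averaged 8.16% ± 2.18 (SD, n = 3) in WT, 13.4% ± 1.20 in ΔcdxB, 29.4% ± 14.4 in ΔrogAΔGTA and 38.1% ± 2.47 in ΔcdxBΔrogAΔGTA. Among the ΔrogAΔGTA libraries, replicate 1 stood apart at 12.75% (95% Wilson interval 12.72 to 12.79), against 38.23% in replicate 2 and 37.2% in replicate 3. In exact two-sided permutation tests of the rRNA share, p was 0.1 for ΔcdxB against WT, 0.5 for ΔcdxBΔrogAΔGTA against ΔrogAΔGTA and 0.1 for ΔrogAΔGTA against WT, and 0.1 is the smallest p that 3 against 3 libraries allow. Outside rRNA, totals ran from 1440204 to 4102589. Pearson's r between libraries of one strain, across genes (which are not independent replicates), was 0.984 to 0.989 in WT, 0.986 to 0.988 in ΔcdxB, 0.919 to 0.952 in ΔrogAΔGTA and 0.855 to 0.897 in ΔcdxBΔrogAΔGTA.

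**Figure D1:**
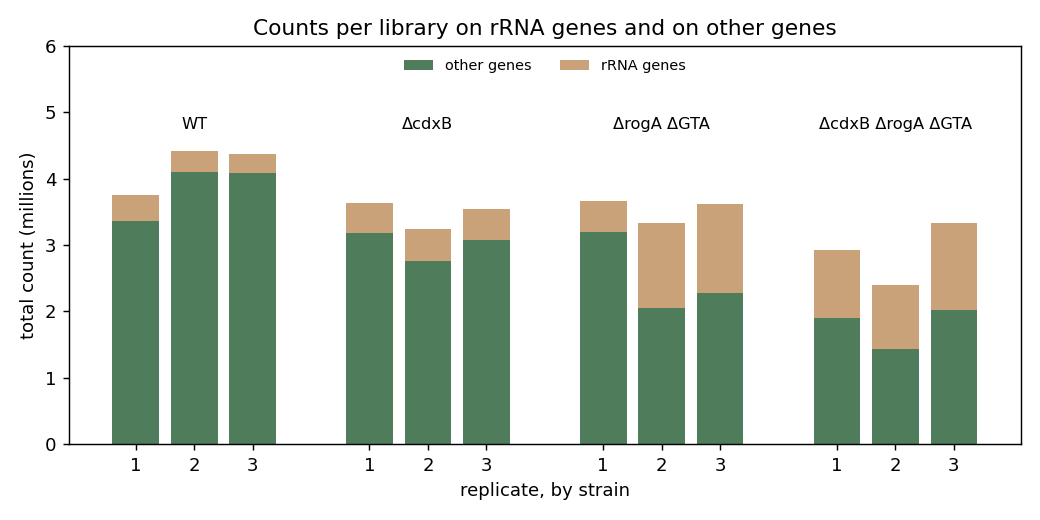
Total count of each library, split into counts on rRNA genes and on all other genes, by strain and replicate. The rRNA share was 12.75% in ΔrogAΔGTA replicate 1 and 38.23% and 37.2% in the other libraries of that strain.

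The deleted genes were looked at first, as a check of the labels. The transcriptional regulator gene cdxB (CCNA_02755) stood at 296 ± 26.2 CPM in WT and 123 ± 22.2 CPM in ΔcdxB (SD, n = 3). It fell by 1.27 on the log2 scale (SE 0.13, edgeR quasi-likelihood test, BH-adjusted p = 4.57e-05). In ΔrogAΔGTA, where cdxB is intact, it stood at 134 ± 23.8 CPM, and in ΔcdxBΔrogAΔGTA at 74.0 ± 21.1 CPM, a log2 difference of -0.84 (SE 0.27) that did not pass (edgeR, BH-adjusted p = 0.0686) but did without ΔcdxBΔrogAΔGTA replicate 3 (-1.10, edgeR, BH-adjusted p = 0.0166). Counts were thus left on the gene in both strains deleted for it. The study built the deletion from the regions flanking the gene, but its primers were not placed on a genome here and the counts hold no read positions, so cdxB checks these labels only in part. The core GTA cluster, whose 21 genes are deleted in both rogA strains, held 8241 counts over the WT libraries and 6477 over ΔcdxB, against 21 over ΔrogAΔGTA and 9 over ΔcdxBΔrogAΔGTA.

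The first comparison asked in which direction lypABC, the lysis genes identified in the study, move when cdxB alone is missing. All 3 lyp genes rose. lypA (CCNA_03886) went from 10.3 ± 2.11 CPM in WT to 99.997 ± 6.02 CPM in ΔcdxB, lypB (CCNA_00580) from 7.75 ± 2.04 to 49.4 ± 4.88 CPM and lypC (CCNA_00579) from 16.8 ± 2.50 to 148 ± 9.29 CPM. These were log2 changes of 3.26 (SE 0.15) for lypA, 2.66 (SE 0.19) for lypB and 3.14 (SE 0.14) for lypC, with adjusted p of 1.41e-08, 1.13e-06 and 7.08e-09 in edgeR's quasi-likelihood test with BH adjustment. As a list, lypABC passed camera (BH-adjusted p = 1.9e-33), also at adjusted p = 0.0042 with an estimated correlation, but the study describes these genes in the same libraries, so the list is no independent evidence of its direction. The GTA activators did not pass. gafY (CCNA_01111) stood at a log2 change of -0.41 (SE 0.23), gafZ (CCNA_01112) at -0.15 (SE 0.51), and ihfA and ihfB, the subunits of integration host factor, both at -0.27 (SE 0.61 and 0.19), where ihfB passed without WT replicate 1 (-0.47, edgeR, BH-adjusted p = 0.046).

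**Figure D2:**
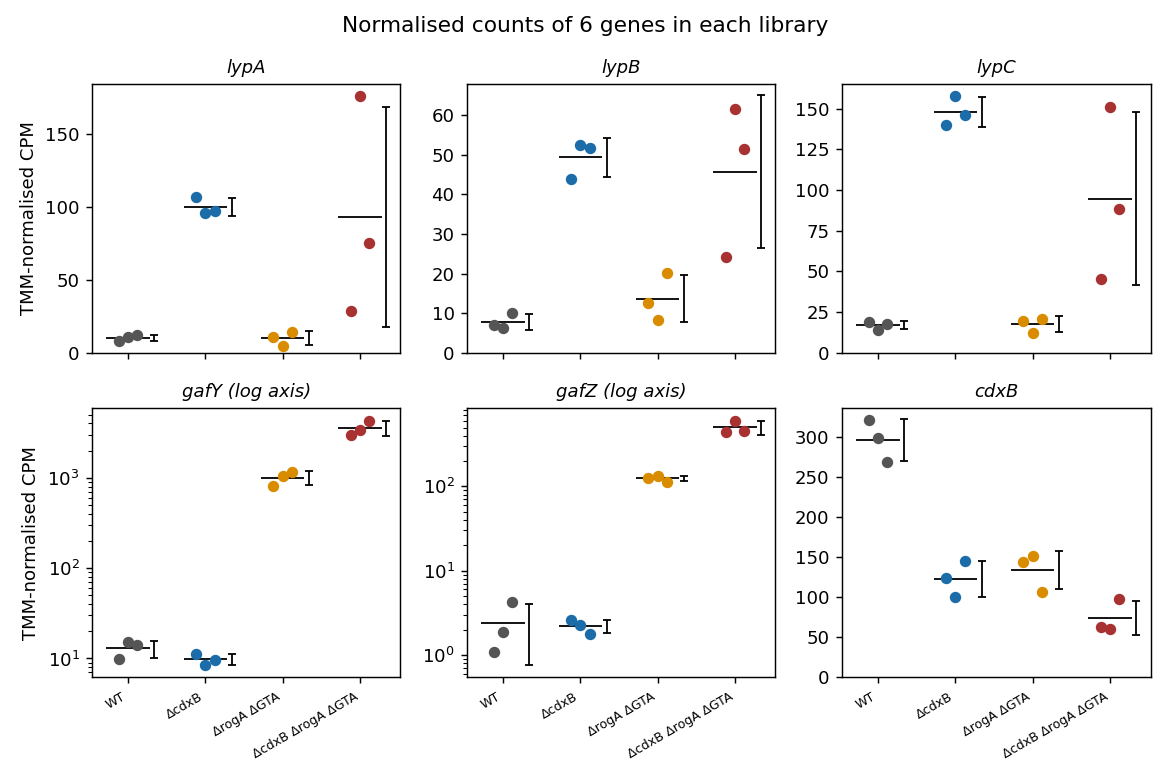
TMM-normalised CPM of lypA, lypB, lypC, gafY, gafZ and cdxB in each library, by strain, with the mean as a line and the SD as a bar (n = 3). gafY and gafZ are on log axes. lypA averaged 10.3 CPM in WT and 99.997 CPM in ΔcdxB, and gafY averaged 13.0 CPM in WT and 3559 CPM in ΔcdxBΔrogAΔGTA.

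Other genes rose as much as lypABC in ΔcdxB. Of the genes with at least 10 CPM in one strain, the highest log2 changes belonged to CCNA_01247 at 4.90 (SE 0.18, from 2.17 ± 0.397 to 66.9 ± 3.50 CPM), CCNA_R0137 at 3.99, CCNA_01260 at 3.96, CCNA_00594 at 3.78, CCNA_02762 at 3.63, CCNA_00593 at 3.54, CCNA_00582 at 3.47, CCNA_03825 at 3.32 and CCNA_00591 at 3.30, with lypA the tenth of these. CCNA_00582 lies within 300 bp of lypA. CCNA_R0137 overlaps CCNA_01260 by 271 bp, so these values may rest on the same reads. dprA, which encodes a DNA-processing protein of natural transformation and is the only member of the competence list, rose by 2.40 (SE 0.11). The 10 lowest, chosen among genes with at least 10 CPM in one strain and no overlap of libraries, reached -1.56 (SE 0.28) for CCNA_03960 and -1.54 for CCNA_03648, and included CCNA_03311 at -1.27, cdxB, CCNA_03430 at -1.26, fliQ of the flagellar export apparatus at -1.18, CCNA_R0028 at -1.14, CCNA_00675 at -1.13, CCNA_02630 at -0.96 and CCNA_00699 at -0.94.

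Most of the lists held few called genes in ΔcdxB, which does not show that the other members were unchanged. Of 28 cell cycle regulators tested, dnaA, the replication initiator, rose by 0.45 (SE 0.10), and divK, a single-domain response regulator, mucR1 and cpdR fell, with log2 changes of -1.53 (SE 0.37), -0.93 (SE 0.12) and -0.58 (SE 0.13). divK held few counts, with 115 over the WT libraries and 27 over ΔcdxB. Among 42 flagellar genes, 2 rose (flmD at 0.64, flmH at 0.45) and 3 fell (fliQ and flhB at -0.57 among them). In the core GTA cluster 3 of 11 tested genes rose, namely CCNA_03882 at 3.36 (SE 0.59, from 6 counts over WT to 45 over ΔcdxB), CCNA_02872 at 1.04 and CCNA_02876 at 0.64, and CCNA_02877 stood at 0.36 without passing. recA, the recombinase of SOS repair, rose by 0.69 (SE 0.11) as 1 of 10 SOS and DNA repair genes. hfiA, an inhibitor of holdfast synthesis, rose by 0.73 and hfsD, of holdfast export, fell by 0.79, as 2 of 17 holdfast genes. Of 25 ribosomal protein genes 2 rose (rplC at 0.62, rpsK at 0.42), of 11 chaperone and protease genes clpA rose by 0.49 and clpS fell by 0.51, of 17 terminal oxidase genes ccoN rose by 0.41, and of 118 untranslated RNA genes 12 rose and 3 fell. The calls of clpA and ccoN were lost with RLE normalisation, at BH-adjusted edgeR p of 0.0525 and 0.052. No member passed among 14 chemotaxis, 14 pili, 5 S-layer, 17 toxin-antitoxin, 4 oxidative stress, 9 sigma factor and 7 phosphate genes. When adjusted over the list alone, the counts became 2 rises and 3 falls for cell cycle regulators, 3 and 3 for flagellum, 2 and 1 for ribosomal proteins, 3 and 1 for chaperones and proteases, 1 and 1 for SOS and DNA repair, 0 and 1 for S-layer, 0 and 0 for terminal oxidases and 12 and 5 for untranslated RNA, and they were the same for the other lists. With library totals 12 flagellar genes, 10 cell cycle regulators, 6 pili, 5 sigma factor, 2 chemotaxis, 1 S-layer, 1 toxin-antitoxin, 1 ribosomal protein and 1 chaperone and protease gene fell, and no member of these lists or of the terminal oxidases rose. On that scaling untranslated RNA had 10 rises and 15 falls, holdfast 1 and 3, SOS and DNA repair 1 and 2 and the core GTA cluster 2 and 1. lypABC alone of the 18 lists tested passed camera. The next were flagellum and pili, both at a BH-adjusted p of 0.0952, and the core GTA cluster at 0.132. With the replicate number as a block, flagellum and pili passed camera too, both lower at a BH-adjusted p of 0.0458. For untranslated RNA genes the median was -0.04 while the mean, at 0.02, and the test pointed up.

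In all, 328 of 3817 genes tested were called in ΔcdxB against WT by edgeR's quasi-likelihood test with BH adjustment, 218 higher and 110 lower, and 62 of them changed at least 2-fold, 51 higher and 11 lower. In each of the 328 the 3 libraries of one strain lay above the 3 of the other, which chance gives for 10% of genes and which held for 29.1% of all genes tested. With library totals in place of TMM, at a median log2 change of -0.292, 782 genes were called, 91 higher and 691 lower, of which 40 higher and 71 lower at 2-fold. The count was 51 with all 12 libraries in one fit, 535 with weighted libraries, and without WT replicate 1, 2 or 3 it was 682, 207 or 182, and without ΔcdxB replicate 1, 2 or 3 it was 190, 158 or 144, while at 2-fold it was 39 in the fit of 12 libraries and 94 without WT replicate 1.

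The second comparison took cdxB away where rogA, the repressor of gafYZ, and the core GTA cluster were already missing. Both gafY and gafZ, the activators of GTA genes, rose in ΔcdxBΔrogAΔGTA against ΔrogAΔGTA. gafY went from 1004 ± 177 to 3559 ± 688 CPM, a log2 change of 1.84 (SE 0.23, edgeR quasi-likelihood test, BH-adjusted p = 0.000818). gafZ went from 124 ± 9.97 to 501 ± 90.8 CPM, a log2 change of 2.03 (SE 0.22, edgeR, BH-adjusted p = 0.000515). lypA rose by 3.25 (SE 0.60), lypC by 2.44 (SE 0.43) and lypB by 1.76 (SE 0.47), with BH-adjusted edgeR p of 0.00572, 0.00511 and 0.0332. The lypA level was uneven over the ΔcdxBΔrogAΔGTA libraries, at 93.1 ± 75.2 CPM (SD, n = 3). ihfB stood at -2.42 (SE 1.01) and ihfA at -0.35 (SE 1.57), and neither passed, although without ΔcdxBΔrogAΔGTA replicate 1 ihfB stood at -5.47 and passed (edgeR, BH-adjusted p = 0.018). ihfB held 26, 0 and 2 counts in ΔcdxBΔrogAΔGTA replicates 1, 2 and 3, so the size of that fall is not known well. The calls of lypA, lypC, gafY and gafZ held in every alternative run, whereas lypB stood at 1.53 with library totals (BH-adjusted p = 0.0603) and did not pass without ΔrogAΔGTA replicate 1 or 2 or without ΔcdxBΔrogAΔGTA replicate 2 or 3, with adjusted p of 0.00383 to 0.135 over all its alternatives.

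Among the other genes, CCNA_02766 had the highest log2 change at 4.43 (SE 1.21), on 7 counts over the ΔrogAΔGTA libraries and 99 over ΔcdxBΔrogAΔGTA. CCNA_01247 rose by 3.49 (SE 0.62), CCNA_R0137 by 3.04, CCNA_01788 by 2.89 (SE 0.23, from 199.97 ± 35.2 to 1472 ± 97.85 CPM), CCNA_01260 by 2.81, CCNA_R0167 by 2.68, CCNA_02554 by 2.64, CCNA_02556 by 2.57 and CCNA_R0020 by 2.52. CCNA_R0167 overlaps CCNA_02556 by 485 bp. Of the genes with at least 10 CPM in one strain and no overlap of libraries, the lowest were CCNA_01236 at -3.01 (SE 0.72), CCNA_02727 at -2.93 (SE 0.40), CCNA_01286 at -2.90, CCNA_03973 at -2.29, CCNA_00937 at -2.24, CCNA_00399 at -2.04, CCNA_01125 and lepA, a ribosome-associated GTPase, both at -2.00, and CCNA_01558 and ompW, an outer membrane protein, both at -1.97.

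Of 25 ribosomal protein genes 14 rose and 0 fell, with rplF at 1.96 (SE 0.35), rplW at 1.42 (SE 0.22), rpsC at 1.35 (SE 0.24) and rplD at 1.18 (SE 0.22). All 4 oxidative stress genes rose. ahpF and ahpC, of alkyl hydroperoxide reductase, rose by 2.19 (SE 0.31) and 1.36 (SE 0.37), katG, the catalase-peroxidase, by 2.03 (SE 0.28), and oxyR, the peroxide-sensing regulator, by 1.12 (SE 0.30). camera gave BH-adjusted p of 6.17e-09 for ribosomal proteins, 6.97e-06 for oxidative stress, 0.000637 for lypABC and 0.0164 for the GTA activators. With an estimated correlation none of the 4 passed, at adjusted p = 0.35 for ribosomal proteins, lypABC and the GTA activators and adjusted p = 0.126 for oxidative stress. gafYZ and lypABC are described by the study in these libraries and so are no independent evidence. The rRNA share of the 2 strains is given above, and the lowest ΔrogAΔGTA value, 12.75%, belonged to 1 library.

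Of 28 cell cycle regulators, ccrM, the DNA adenine methyltransferase, rose by 1.81 (SE 0.30) and 5 fell, among them ftsZ of the division ring at -1.34 (SE 0.36), podJ at -1.26 (SE 0.29) and chpT at -1.09 (SE 0.23). Of 17 terminal oxidase genes coxA, qoxB and qoxC rose by 1.05, 0.90 and 0.77, and 2 fell, cydA of cytochrome bd oxidase among them at -0.98. Of 10 SOS and DNA repair genes ruvC, ruvB and uvrD fell, with log2 changes of -1.61, -0.83 and -0.78. fljL, a flagellin, rose by 1.20 and flmH fell by 1.49 as 2 of 41 flagellar genes. hfsI rose by 2.36 as 1 of 17 holdfast genes, relE4 by 1.69 as 1 of 16 toxin-antitoxin genes, and dprA by 1.15. Of 97 untranslated RNA genes 4 rose and 2 fell. No member passed among 14 chemotaxis, 13 pili, 5 S-layer, 11 chaperone and protease, 9 sigma factor and 7 phosphate genes. When adjusted over the list alone, cell cycle regulators had 3 rises and 9 falls, ribosomal proteins 15 rises, terminal oxidases 3 rises and 4 falls, SOS and DNA repair 4 falls, chaperones and proteases 2 falls, the GTA activators 2 rises and 1 fall and untranslated RNA 4 rises and 1 fall, with no change in the other lists. With library totals 9 ribosomal protein, 3 oxidative stress and 0 terminal oxidase genes rose, dprA did not pass, and 9 cell cycle regulators, 4 terminal oxidase genes and 2 chaperone and protease genes fell, while untranslated RNA had 5 rises and 2 falls. For flagellum the median was 0.22 and the mean 0.04 while the test pointed down, and for sigma factors the median was 0.08 and the mean -0.03.

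In all, 375 of 3683 genes were called in this comparison by edgeR's quasi-likelihood test with BH adjustment, 219 higher and 156 lower, and 299 changed at least 2-fold, 189 higher and 110 lower. The libraries of the 2 strains did not overlap for 371 of them, against 31.4% of all genes tested and 10% by chance. With library totals, at a median log2 change of -0.231, 347 genes were called, 124 higher and 223 lower, of which 112 higher and 211 lower at 2-fold. The count was 832 with all 12 libraries in one fit and 146, 106 or 182 without ΔrogAΔGTA replicate 1, 2 or 3, and the counts at 2-fold were 455, 144, 106 and 181.

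The design also sets ΔrogAΔGTA against WT, where the effects of the rogA and cluster deletions cannot be separated. gafY rose from 13.0 ± 2.76 to 1004 ± 177 CPM, a log2 change of 6.22 (SE 0.21), and gafZ from 2.40 ± 1.64 to 124 ± 9.97 CPM, a log2 change of 5.60 (SE 0.34), at adjusted p of 7.94e-09 and 1.18e-06 in edgeR's quasi-likelihood test with BH adjustment. Genes outside the fixed set rose further. CCNA_03661 rose by 9.77 (SE 0.27, from 1.49 ± 0.737 to 1424 ± 220.05 CPM), CCNA_03450 by 9.28, CCNA_03662 by 8.93, CCNA_01082 by 8.62 (SE 0.16), CCNA_03635 by 8.14, CCNA_00927 by 7.85, CCNA_02176 by 7.84, CCNA_00772 by 7.22, CCNA_00926 by 7.19 and CCNA_00097 by 7.05. lypABC did not pass, with lypB at 0.78 (SE 0.43), lypC at 0.04 (SE 0.31) and lypA at -0.10 (SE 0.45). ihfB fell by 1.00 (SE 0.27), a call that 4 of the 6 left-out libraries ended (edgeR, BH-adjusted p up to 0.187), and cdxB fell by 1.18 (SE 0.16), and ihfA stood at -0.26 (SE 1.00).

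**Figure D3:**
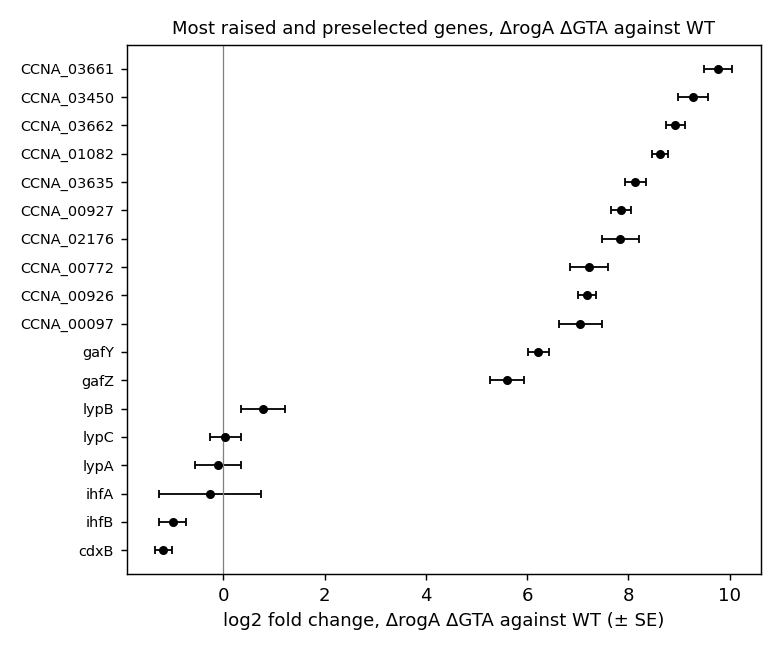
Log2 fold change ± SE of the 10 highest genes and of the 8 genes fixed beforehand, ΔrogAΔGTA against WT (n = 3 each). The values run from 9.77 for CCNA_03661 to -1.18 for cdxB, and the lypABC values did not pass the test.

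Of the deleted core GTA cluster all 8 genes tested fell. uzcX, the name the gene table gives CCNA_02866, held 5490 counts over WT and 0 over ΔrogAΔGTA, at least 1010-fold lower with a floor of 3 counts over the group, and on the same floor CCNA_02876 was at least 188-fold, CCNA_02872 at least 113-fold and CCNA_02873 at least 40.5-fold lower. CCNA_02877 and CCNA_02880 kept 1 count each over ΔrogAΔGTA, against 258 and 181 over WT, for ratios of 142 (95% counting interval 25.2 to 5620) and 99.5 (17.6 to 3950). The genes outside the cluster among the 10 lowest with at least 10 CPM in one strain were CCNA_00081 at -4.72 (SE 0.78), its neighbour CCNA_00080 at -2.64 (SE 0.40), CCNA_03106 at -2.07 and CCNA_03400 at -2.04. camera gave BH-adjusted p of 1.29e-26 for the cluster, adjusted p = 0.0273 with an estimated correlation, and 5.34e-10 for the GTA activators, adjusted p = 0.0397 with an estimated correlation. Both lists follow from the strain's deletions.

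Of 28 cell cycle regulators 2 rose and 6 fell. gcrA, a transcription regulator, fell by 1.74 (SE 0.15), pleC and chpT stood at -0.81 and -0.68, and dnaA rose by 1.05 (SE 0.11). fljL and flmH rose by 1.03 and 0.85 and fliQ and flhA fell, to -1.75 and -0.74, among 42 flagellar genes. clpA, dnaJ and clpB rose by 0.73, 0.64 and 0.55 and clpS fell by 0.56 among 11 chaperone and protease genes, where clpB stood at -0.07 with library totals. rpsJ and rpsK rose by 1.26 and 0.66 and rpsM fell by 0.64 among 25 ribosomal protein genes. recA rose by 0.40, with -0.19 on library totals, and ruvA and ruvC fell, to -0.69 and -0.88, among 10 SOS and DNA repair genes. rpoD rose by 0.60 and phyK and sigT fell, to -0.68 and -0.73, among 9 sigma factors and their regulators. rsaFb rose by 0.71 as 1 of 5 S-layer genes and ccoN by 0.46, with -0.13 on library totals, as 1 of 17 terminal oxidase genes. Of 118 untranslated RNA genes 7 rose and 4 fell, and the rRNA gene CCNA_R0084, at 2.60 (SE 0.47), was among those that rose. It is 1 of 2 genes that held at least 99.74% of the rRNA counts of each library. As rRNA had been depleted, its rise cannot be told apart from rRNA that the depletion left. No member passed among 14 chemotaxis, 14 pili, 17 holdfast, 17 toxin-antitoxin, 4 oxidative stress and 7 phosphate genes, nor did dprA. When adjusted over the list alone, cell cycle regulators had 3 rises and 7 falls, chaperones and proteases 4 and 1 and untranslated RNA 7 and 1, and the other lists had the same counts. With library totals 15 cell cycle regulators, 8 flagellar, 7 terminal oxidase, 6 SOS and DNA repair, 4 sigma factor, 3 toxin-antitoxin, 2 S-layer, 2 holdfast, 2 chemotaxis, 1 oxidative stress, 1 phosphate and 1 chaperone and protease gene fell, and no member of these lists rose. On that scaling untranslated RNA had 5 rises and 19 falls and ribosomal proteins 1 and 3. The other 16 of 18 lists did not pass camera, at BH-adjusted p of 0.523 or more. Median, mean and test differed in sign for holdfast (-0.16, 0.02, down), S-layer (-0.01, 0.06, up), ribosomal proteins (-0.10, -0.11, up), oxidative stress (0.08, -0.09, up) and, all close to 0, phosphate.

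In all, 464 of 3818 genes were called in ΔrogAΔGTA against WT by edgeR's quasi-likelihood test with BH adjustment, 270 higher and 194 lower, and 164 changed at least 2-fold, 100 higher and 64 lower. The libraries did not overlap for 463 of the called genes, against 34.8% of all genes and 10% by chance. With library totals, at a median log2 change of -0.629, 826 genes were called, 49 higher and 777 lower, of which 36 higher and 479 lower at 2-fold. The count was 266 or 257 without WT replicate 2 or 3 and 289 without ΔrogAΔGTA replicate 2, and the count at 2-fold was 274 without ΔrogAΔGTA replicate 1, the library with the low rRNA share.

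The effects of cdxB loss in the 2 backgrounds come from separate libraries and were compared gene by gene. Across 3664 genes tested in both, the log2 fold changes had a Pearson r of 0.105 and a Spearman rho of -0.0331, where genes are not independent replicates. The common dispersion was 0.136 in the fit of the ΔrogAΔGTA background and 0.0164 in the fit of ΔcdxB against WT. Such spread pulls a correlation towards 0, so these values do not show that the 2 effects are unrelated. By direction, 36 genes were called higher in both, against 12.4 by chance (Fisher's exact test, p = 2.01e-09), 6 were called lower in both, against 4.60 (p = 0.464), and 20 were called in opposite directions. Fisher's test takes genes as independent, but many raised genes lay next to each other on the chromosome, so its p values here and below may be too small. lypABC, described by the study in these libraries, is among the 36. With library totals both directions lay above chance, at 20 higher against 2.83 (Fisher's exact test, p = 1.34e-12) and 55 lower against 41.5 (Fisher's exact test, p = 0.0207). These totals include rRNA, whose mean share was higher in the cdxB-deleted strain of each comparison. On that scaling the median log2 change was -0.292 against WT and -0.231 in the other background. Genes were thus shifted down in both, which bears on the 55. Of the 51 genes raised at least 2-fold in ΔcdxB, 47 were tested in the other background, 43 of these were higher there and 23 were called higher. The median log2 change of the 51, which were chosen on it, was 1.85 against WT, and that of the 47 was 1.32 in the other background. By the interaction test 14 of the 51 responded less in the rogA background and 0 responded more, and the same choice of genes bears on this.

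**Figure D4:**
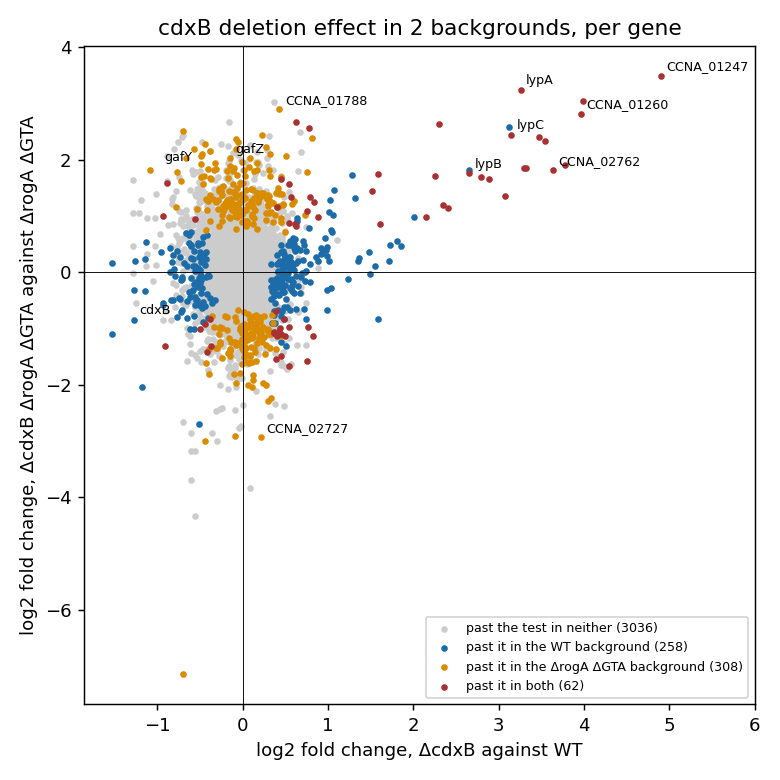
Log2 fold change of each gene on loss of cdxB in the WT background (x axis) and in the ΔrogAΔGTA background (y axis), for the 3664 genes tested in both. Of these 62 passed the test in both backgrounds, and lypA, lypC and CCNA_01247 lie high on both axes while gafY and gafZ lie high on the y axis.

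The difference between the backgrounds was tested as an interaction, where the rogA background lacks both rogA and the core GTA cluster. With rogA intact, gafY averaged 13.0 CPM in WT and 9.84 CPM in ΔcdxB, and gafZ held 43 and 26 counts. The study reads deletion of cdxB alone as insufficient to overcome repression by RogA. A difference for gafYZ may therefore rest on their low level where rogA is intact. gafY responded more in the rogA background, by 2.24 on the log2 scale (SE 0.31, edgeR quasi-likelihood test, BH-adjusted p = 0.00107), and so did gafZ, by 2.17 (SE 0.48, edgeR, BH-adjusted p = 0.0121), although leaving out 1 library took the adjusted p of gafZ as high as 0.0781. CCNA_01113, which lies within 300 bp of gafZ, differed by 2.53 (SE 0.34). For lypA, lypB and lypC the differences were -0.04 (SE 0.69), -0.92 (SE 0.52) and -0.72 (SE 0.47) and did not pass, and for cdxB, ihfA and ihfB they were 0.42, -0.14 and -2.15 without passing, except that ihfB passed at -5.24 without ΔcdxBΔrogAΔGTA replicate 1 (edgeR, BH-adjusted p = 0.00105). That value rests on 0 and 2 ihfB counts in the ΔcdxBΔrogAΔGTA libraries left. The other differences with the smallest p were those of CCNA_01788 at 2.45, CCNA_00898 at 2.04 and CCNA_03014 at 2.56 upward, and of lepA at -2.28, CCNA_02792 at -1.94, CCNA_01558 at -2.22, CCNA_01567 at -1.55 and CCNA_02910 at -1.48 downward. In all, 391 of 3854 genes differed by edgeR's test with BH adjustment, 168 upward and 223 downward, of which 316 by at least 2-fold. This fit shares 1 spread per gene over strains of unequal spread, so its SE and p can be too small where the rogA background dominates. For CCNA_01567 the SE of the difference was 0.21, while that of its rogA-background change alone was 0.23. One fit of 12 libraries likewise raised the calls in that background from 375 to 832, so the 391 may be too many.

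By list, 1 of 25 ribosomal protein genes (rplF at 1.96) and 3 of 4 oxidative stress genes (ahpF at 2.26, katG at 1.93, oxyR at 1.15) differed upward, and camera gave BH-adjusted p of 0.00304 and 0.00248. With an estimated correlation these were lost, at adjusted p = 0.682 for ribosomal proteins and adjusted p = 0.477 for oxidative stress. recA, ruvB, ruvC and uvrD of 10 SOS and DNA repair genes differed downward, as did cydA, cydB and ccoS of 17 terminal oxidase genes, clpP of 11 chaperone and protease genes, and dprA. Of 28 cell cycle regulators 2 differed upward, ccrM at 2.88 (SE 0.53) among them, and 7 downward, among them ftsZ at -1.67. 1 of 42 flagellar genes (fljL) differed upward and 2 downward (flmH, flgH), and 1 of 17 holdfast genes each way (hfsI, hfsC). Of 126 untranslated RNA genes 5 differed upward and 2 downward, and of the GTA activators 2 of 4. No member passed among lypABC, core GTA cluster, chemotaxis, pili, S-layer, toxin-antitoxin, sigma factors and phosphate. When adjusted over the list alone, oxidative stress had 4, SOS and DNA repair 5 downward, terminal oxidases 5 downward, ribosomal proteins 0, chaperones and proteases 3 downward, cell cycle regulators 3 upward and 8 downward, the GTA activators 2 upward and 1 downward, flagellum 1 each way, and untranslated RNA 4 upward and 1 downward, with no change elsewhere. With RLE normalisation ccoS and flgH did not pass, at BH-adjusted edgeR p of 0.0545 and 0.0553, and with library totals no member differed among SOS and DNA repair, terminal oxidases, chaperones and proteases, holdfast and competence, while cell cycle regulators had 1 upward and 1 downward, oxidative stress 2 upward, flagellum 1 each way and untranslated RNA 2 upward and 1 downward. For phosphate the median was -0.02 while the mean, at 0.05, and the test pointed up. The count of 391 became 140 with library totals, and 254, 256 or 164 without WT replicate 1, 2 or 3, 182, 201 or 195 without ΔcdxB replicate 1, 2 or 3 and 617 without ΔcdxBΔrogAΔGTA replicate 3.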

Values the study reported

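The study reported that lypA, lypB and lypC transcripts rose 9.8-fold, 6.5-fold and 8.6-fold in ΔcdxB relative to the wild type. It reported that gafY and gafZ rose 3.5-fold and 4.0-fold in ΔcdxBΔrogAΔGTA relative to ΔrogAΔGTA.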

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

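Of the tests on the spread between libraries, those on genes with 500 to 2500 mean counts and on rRNA removal were chosen only after the result was seen, and the idea of few RNA molecules arose from counts already looked at, although its bounds were set before the dispersions were computed.

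Of 48 genes considered (those fixed beforehand, the 10 highest and 10 lowest in each cdxB comparison and the 5 smallest p values of each sign in the interaction, without the members of lists), 26 responded differently to loss of cdxB in the 2 backgrounds by edgeR's quasi-likelihood test of the interaction with BH adjustment, 10 of which had been picked by that same test, so the share says nothing of genes in general, where 391 of 3854 differed. The response in the rogA background was higher by 4.78 on the log2 scale for CCNA_02766 (not tested against WT because of its low counts), by 3.18 for CCNA_R0020, 2.56 for CCNA_03014, 2.53 for CCNA_01113, 2.45 for CCNA_01788, 2.24 for gafY, 2.17 for gafZ, 2.04 for both CCNA_R0167 and CCNA_00898, 1.78 for CCNA_02556 and 1.44 for CCNA_03430. CCNA_03430 fell by 1.26 against WT and stood at 0.20 in the rogA background. The response was lower, at -1.48 for CCNA_03825, which rose in both backgrounds, and at -1.84 for CCNA_02762, which did so too. CCNA_02910, CCNA_01567 and CCNA_02792 rose by 0.42, 0.41 and 0.39 against WT and fell in the rogA background, with differences of -1.48, -1.55 and -1.94. The other differences were -1.91 for ompW, -2.07 for CCNA_01125, -2.15 for CCNA_00399, -2.22 for CCNA_01558, -2.28 for lepA, -2.55 for CCNA_01236, -2.57 for CCNA_00937, -2.60 for CCNA_03973, -2.82 for CCNA_01286 and -3.16 for CCNA_02727. Of 100 splits of the libraries within each background, 1, the real one, gave as many as the 391 genes that differed, and the highest other gave 301, but such splits take away the cdxB effect rather than make it equal in both backgrounds, so they do not decide whether chance can be excluded for the difference. The 9 other splits that kept the real groups of the rogA background gave 105 to 301 genes, the 9 that kept only WT and ΔcdxB apart gave 0 to 3, and the other 81 gave 0. The interaction fit shares the spread of each gene over strains of unequal spread, so its counts and differences carry that limit too.

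The libraries without rogA differed more among themselves than the others did, with a common dispersion of 0.209 in ΔcdxBΔrogAΔGTA and 0.0829 in ΔrogAΔGTA against 0.0217 in WT and 0.00899 in ΔcdxB. Fewer counts as the whole cause are argued against, since after thinning to one total outside rRNA the dispersion of ΔcdxBΔrogAΔGTA was still 9.13 times that of WT. A difference in rRNA share between libraries as the whole cause is argued against by ΔrogAΔGTA replicates 2 and 3. With like rRNA shares, they correlated at 0.919, below any WT pair. They had the highest pair dispersion of that strain outside untranslated RNA, at 0.123. The pairs with replicate 1 stood at 0.0608 and 0.078, and the WT pairs at 0.0125 to 0.027. Their chi-square of counts, which abundant genes dominate, was 12.6 per degree of freedom. That lay within the 8.99 to 28.6 of the WT pairs and below the 15 and 17.2 of the pairs with replicate 1. A high rRNA share as such is not covered. Replicates 2 and 3 both had one, and so had ΔcdxBΔrogAΔGTA, where the dispersion was largest. Reads copied from few RNA molecules may have a part in it: in ΔcdxBΔrogAΔGTA the dispersion at 10 to 50 mean counts was 6.06 times that at 500 to 2500, and the variance over the mean at 10 to 50 averaged 9.89 there and 7.62 in ΔrogAΔGTA against 2.47 in WT and 2.03 in ΔcdxB. The ratio of dispersions alone was 18 in ΔrogAΔGTA and 2.35 in WT, although it was also 5.15 in ΔcdxB. At 500 to 2500 mean counts the dispersion of ΔrogAΔGTA lay -0.0017 from that of WT, within the 0.00515 that few molecules allow, but that of ΔcdxBΔrogAΔGTA lay 0.0646 above it, where few molecules allow 0.00742, so they are not its whole cause. A real difference between cultures of these strains stays open and was not tested.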

How the results depend on the processing

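Weighted libraries and thinning to one depth were chosen after seeing the data. The calls of lypA, lypB and lypC in ΔcdxB, and of lypA, lypC, gafY and gafZ in the rogA background, held under every alternative run for them, with log2 changes of 2.98 to 3.37, 2.37 to 2.89 and 2.87 to 3.22 for lypA, lypB and lypC in ΔcdxB, and 2.41 to 3.68, 1.93 to 2.78, 1.64 to 1.96 and 1.79 to 2.11 in the rogA background. lypB there stood at 1.53 with library totals and at 1.48 to 2.12 without 1 library. RLE normalisation, no filter, the stricter filter and leaving out CCNA_R genes moved no count of calls over all genes by over 1.5 times. Many calls of the other named genes and lists were lost. RLE ended 4 and the replicate block 26 of 199 values, called or not. One fit of 12 libraries ended 34 of 147 and library totals 37 of 190. Without 1 library the number ran from 2 of 90 (ΔcdxBΔrogAΔGTA replicate 3) to 47 of 142 (WT replicate 3).

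With library totals the counts of called genes were 782 (ΔcdxB against WT, 111 at 2-fold), 826 (ΔrogAΔGTA against WT, 515 at 2-fold) and 140 (interaction, 139 at 2-fold), and clpB, ccoN, recA and lypC in ΔrogAΔGTA against WT reversed to -0.07, -0.13, -0.19 and -0.53. This scaling shifts the median of all genes, as given in the report. lypA in the interaction turned from -0.04 to 0.00 with RLE, 0.01 with library totals and 0.01 with DESeq2. One fit of 12 libraries shares the spread between strains and gave 51 calls (39 at 2-fold) in ΔcdxB against WT and 832 (455 at 2-fold) in the rogA background. Weighted libraries gave 535 calls in ΔcdxB against WT. Thinning gave 290, 377, 467 and 350 in the 4 tests. Genes called higher in both backgrounds numbered 20 with library totals, and genes called lower in both 55 with library totals (against 41.5 by chance), 10 with DESeq2 and 1 in one fit. The correlation of the 2 cdxB effects was 0.0728 with DESeq2 and 0.243 over called genes without lypABC. With an estimated correlation 0 lists passed in the rogA background and 0 in the interaction. Other causes were not tested.

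Leaving out 1 library gave 144 to 682 calls (53 to 94 at 2-fold) in ΔcdxB against WT, 106 to 495 (106 to 408) in the rogA background, 257 to 603 (134 to 274) in ΔrogAΔGTA against WT and 164 to 617 (155 to 475) in the interaction. Values close to 0 changed sign: ihfA ran from -0.74 to 0.35 in ΔcdxB, -2.44 to 0.19 in the rogA background, -0.75 to 0.40 in ΔrogAΔGTA against WT and -2.24 to 0.39 in the interaction, lypA from -0.42 to 0.21 and lypC from -0.08 to 0.25 in ΔrogAΔGTA against WT, and lypA from -0.87 to 0.39 in the interaction. In the interaction gafZ ran from 1.49 to 2.46, with adjusted p of 0.006 to 0.0781. ihfB passed without some libraries and not without others, at adjusted p of 0.046 to 0.881 in ΔcdxB (-0.47 to -0.06), 0.018 to 0.398 in the rogA background (-5.47 to -1.88), 0.0243 to 0.187 in ΔrogAΔGTA against WT (-1.19 to -0.78) and 0.00105 to 0.238 in the interaction (-5.24 to -1.63). The values -5.47 and -5.24 rest on 0 and 2 ihfB counts in the ΔcdxBΔrogAΔGTA libraries left. With fewer libraries the tests also have less power.

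The replicate numbers showed no pairing: the deviations of libraries with the same number correlated at -0.129 to 0.0983 in 18 pairs, and 0 of 12 libraries correlated best with its own number. With the number as a replicate block, 203, 332, 383 and 296 genes were called in the 4 tests, 3 lists passed in ΔcdxB against WT (lypABC, and flagellum and pili, both lower at a BH-adjusted p of 0.0458), and 2 genes were called lower in both backgrounds.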

Other observations

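The tests on cdxB counts and on neighbouring genes were chosen only after the results were seen, and those on other splits of the libraries were set before the data were examined.

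Genes raised in ΔcdxB lay in runs along the chromosome. The named genes lypC, lypB, lypA and CCNA_00582 form one run and CCNA_00593 and CCNA_00594 belong to another, which CCNA_00591 joins through CCNA_00592 and CCNA_R0111, a gene that overlaps CCNA_00593 by 408 bp (these neighbours were chosen after their values were seen). CCNA_02528 lies next to dprA, CCNA_02763 next to CCNA_02762, and ubiB and CCNA_03826 next to CCNA_03825. Among the 51 genes raised at least 2-fold, 23 pairs of neighbours lay within 300 bp of each other, and 36 of the 51 were in a pair. Random sets of as many tested genes held 0.63 pairs on average and at most 6 in 10000 draws (permutation test, one-sided, p = 1e-04, the smallest these draws can give), which argues against chance placement. Reads shared between overlapping genes account for few, since 3 of the pairs overlapped by 50 bp or more. The study describes lypABC as an operon and reports CdxB bound at its promoter. For the other genes in runs, that neighbours are transcribed together is a candidate explanation and was not tested here.

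cdxB counts remained in both strains deleted for it. Pooled over the libraries of a strain, rather than as means of CPM, they stood at 42.1% of the WT level in ΔcdxB. In ΔcdxBΔrogAΔGTA they stood at 55.8% of the ΔrogAΔGTA level or 25.7% of the WT level. In ΔcdxBΔrogAΔGTA, WT cells or RNA mixed into the libraries are argued against by uzcX, which held 0 counts where that share of WT would give 538.9. RNA of ΔrogAΔGTA, which lacks uzcX too, is not covered by uzcX. Mixed in at 55.8%, it would keep every gene at or above about that share. However, 110 genes were called at least 2-fold lower, though not tested against that share. Among the lowest, CCNA_02727 held 149 to 626 CPM against 3040 to 3190 CPM in ΔrogAΔGTA, and lepA 59.3 to 85.5 against 254 to 322 CPM. These values argue against RNA of ΔrogAΔGTA as the whole source of the cdxB counts, while a smaller share is not covered. In ΔcdxB, 0 genes had a 95% upper limit of the log2 fold change below the cdxB value, so mixing cannot be told apart from a part of the gene left by the deletion, because few genes were that low. A part of the gene left by the deletion, which the study built from the regions flanking cdxB, may leave a like share in both backgrounds: the difference between them was 0.42 on the log2 scale (95% interval -0.259 to 1.11), too wide to decide. The neighbour CCNA_02756 stood at -0.32 (SE 0.12, edgeR quasi-likelihood test, BH-adjusted p = 0.114).

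For the pairwise comparisons the 10 splits of 6 libraries are too few for a share below 0.05. In each, 1 split, the real one, gave the most calls, with 328 genes for ΔcdxB against WT, 375 for ΔcdxBΔrogAΔGTA against ΔrogAΔGTA and 464 for ΔrogAΔGTA against WT, and the highest other split gave 0 in all of them. Every other split mixed the strains within its groups, so a strain effect adds to the spread there and leaves few calls. The 0 therefore does not decide whether chance can be excluded.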
